# AHR Regulates NK Cell Migration *via* ASB2–Mediated Ubiquitination of Filamin A

**DOI:** 10.3389/fimmu.2021.624284

**Published:** 2021-02-24

**Authors:** June Ho Shin, Uriel Y. Moreno-Nieves, Luhua H. Zhang, Chen Chen, Amera L. Dixon, Miles H. Linde, Emily M. Mace, John B. Sunwoo

**Keywords:** tumor, migration, filamin A, ASB2, AHR, NK cells

## Abstract

Natural killer (NK) cells are effector cells of the innate immune system involved in defense against virus-infected and transformed cells. The effector function of NK cells is linked to their ability to migrate to sites of inflammation or damage. Therefore, understanding the factors regulating NK cell migration is of substantial interest. Here, we show that in the absence of aryl hydrocarbon receptor (AHR), a ligand-activated transcription factor, NK cells have reduced capacity to migrate and infiltrate tumors *in vivo*. Analysis of differentially expressed genes revealed that ankyrin repeat and SOCS Box containing 2 (*Asb2*) expression was dramatically decreased in *Ahr* ^–/–^ NK cells and that AhR ligands modulated its expression. Further, AhR directly regulated the promoter region of the *Asb2* gene. Similar to what was observed with murine *Ahr* ^–/–^ NK cells, *ASB2* knockdown inhibited the migration of human NK cells. Activation of AHR by its agonist FICZ induced ASB2-dependent filamin A degradation in NK cells; conversely, knockdown of endogenous *ASB2* inhibited filamin A degradation. Reduction of filamin A increased the migration of primary NK cells and restored the invasion capacity of AHR-deficient NK cells. Our study introduces AHR as a new regulator of NK cell migration, through an AHR-ASB2-filamin A axis and provides insight into a potential therapeutic target for NK cell-based immunotherapies.

## Introduction

Natural killer (NK) cells are innate lymphocytes that belong to the Group 1 innate lymphoid cell (ILC) family and are able to respond rapidly to virally infected or transformed cells (1). The function of NK cells is controlled by an array of germline-encoded receptors that enable them to sample the microenvironment and rapidly exert their effector functions without the need of prior stimulation (2).

NK cells are found in the peripheral blood and within tissues, where they can be classified as circulating or tissue-resident cells depending on their phenotype and function (3). During the inflammatory response, NK cells are rapidly mobilized to the site of inflammation and constitute one of the earliest effector cells in place (4).

Trafficking of NK cells from blood into tissue compartments, including the tumor microenvironment, is regulated by chemokines and cytokines. NK cells express several chemokine receptors, such as CCR5, CCR7, CXCR3, CXCR4, CXCR6, CCR7 [reviewed in (5)], whose expression is essential for the tissue tropism of NK cells and their interaction with other cell types. NK cells respond to several cytokines and some of them modulate their migratory capacity. For example, IL-2 and IL-15 induce homing of NK cells to tissues (6), whereas TGF-β impairs their migration (7, 8). Transcription factors, like T-bet (9), also regulate the ability of NK cells to migrate.

Aryl hydrocarbon receptor (AHR) is a ubiquitously expressed ligand-activated transcription factor that responds to endogenous and exogenous ligands, such as 6-formylindolo[3,2- b]carbazole (FICZ) and TCDD (10, 11), respectively. AHR binds to dioxin response element (DRE) sequences in the regulatory regions of target genes and modulates their expression (12).

AHR is expressed and exerts biological functions in several cell types, including immune cells (13–15). In immune cells, AHR is involved in a variety of processes, such as the xenobiotic response, inflammatory response, antioxidant response, estrogen response, differentiation and the cell cycle [reviewed in (13–15)]. Concerning NK cells, AHR is involved in the regulation of the plasticity between ILC3 and CD56^bright^ NK cells (16), the homeostasis of liver-resident NK cells (17), the anti-tumor response (18), cytokine production (19, 20), as well as receptor repertoire expression, including the expression of trafficking receptors (19).

Regarding the migration of immune cells, it was reported that AHR regulates the migration of dendritic cells (21) and regulatory T cells (22). However, the effect of AHR modulation in other immune cell types, including NK cells, has not been fully assessed. In a previous study, we observed that AHR-deficiency was associated with low infiltration of lymphocytes into the tumor microenvironment (18). Here, we investigated whether AHR regulates the migration of NK cells. We found that AHR regulates the expression of ankyrin repeat and SOCS Box containing 2 (ASB2), which encodes the specificity subunit of a multimeric E3 ubiquitin ligase (23), and that ASB2 regulates the ubiquitination and proteasome degradation of filamin A, which in turn modulates NK cell migration.

## Materials and Methods

### Mice

C57BL/6, *Ahr* ^+/−^, and B6.*Rag1* ^−/−^ mice were obtained from Jackson Laboratory. B10;B6.Rag2^−/−^γc^−/−^ mice were obtained from Taconic. *Ahr^−/−^* mice were established by breeding *Ahr^+/−^* mice and confirmed by the genotyping strategy outlined by the vendor. NSG mice in a C57BL/6 background were a gift from Dr. Irving L. Weissman (Stanford). Mice were kept under specific pathogen-free conditions, and 6–8 week-old mice were used for the experiments. All animal procedures were performed in accordance with protocols approved by the Administrative Panel on Laboratory Animal Care at Stanford University (Stanford, CA).

### Cells and Culture

To obtain mouse splenic NK cells, spleens were harvested, mechanically dissociated and filtered through a 70 µm cell strainer (Falcon; Cat# 352350) to obtain a single-cell suspension. Mouse NK cells were isolated by negative isolation from the spleen single-cell suspension (STEMCELL Technologies; Cat# 19855), according to manufacturer’s protocol, and cultured in 1,000 U/mL of IL-2 (NCI BRB Preclinical Repository). To obtain human primary NK cells, blood from healthy donors was obtained from the Stanford Blood Center, in accordance with a protocol approved by the IRB at Stanford University, and NK cells were enriched using RosetteSep™ NK Cell Enrichment Cocktail (STEMCELL Technologies; Cat# 15065) according to manufacturer’s instructions. Primary NK cells were cultured in RPMI 1640 (Corning; Cat# 10-040-CV) supplemented with 10% heat-inactivated Fetal Bovine Serum (Omega Scientific; Cat# FB-21), 1% Pen-Strep (Gibco; Cat# 15140-122), 55 µM 2-Mercaptoethanol (Gibco; Cat# 21985-023), 1x MEM Non-Essential Amino-Acids (Gibco; Cat# 11140-050), 1 mM Sodium Pyruvate (Gibco; Cat# 11360-070), and 10 mM HEPES (Gibco; Cat# 25-060-Cl).

The human HNSCC cell line UM-SCC-103 was kind gifts from Dr. Suzanne Gollin Theresa Whiteside (University of Pittsburgh, PA) and SCC-4 cell line was obtained from ATCC. Cells were maintained in complete DMEM/F12 medium (DMEM:F12 with Glutamax [Gibco, Invitrogen, CA] containing: 10% heat-inactivated FBS [Omega Scientific, CA], 100 IU/ml penicillin and 100 μg/ml streptomycin [Gibco, Invitrogen, CA]). The MOC2 murine oral SCC cell lines were developed by Dr. Ravindra Uppaluri at Washington University. The HEK-293 cell line was obtained from ATCC and maintained in complete DMEM medium. The NK-92MI human NK cell line was cultured in RPMI 1640 with L-glutamine supplemented with 20% heat-inactivated FBS, 1% Pen-Strep, 0.2 mM i-inositol (Sigma-Aldrich; Cat# I5125), 20 mM folic acid (Sigma-Aldrich; Cat# F8758), 0.1 mM 2-Mercaptoethano and 1x MEM Non-Essential Amino-Acids. Culture media were renewed every 2–3 days depending on cell density, and subculture was conducted when confluence was reached.

For some experiments, to assess the involvement of AhR, media was supplemented with either DMSO (ATCC; Cat# 4-X), 200 nM FICZ (ENZO; Cat# BML-GR206-0100) or 3 µM CH-223191 (Sigma-Aldrich; Cat# C8124-5MG). For sorting, NK cells were resuspended on culture media and CD56^bright^ and CD56^dim^ NK cells were sorted on a FACS Aria II instrument (BD), as previously described (19). Purities of sorts were >95%.

### Luciferase Assay

*mAsb2* promoter region (-973/-1 from ATG) was PCR cloned (F; 5’-TCAGATAGGCTGGTGAATGATGC-3’, R; 5’-CTCGGCCACCTCTCCTCCAGCTT-3’) with *mAsb2* BAC clone (RP23-213c17, bacpac, CA) and subcloned into EcoRI/HindIII of pBV-Luc reporter vector (Addgene, MA). *mAhr* expression vector was PCR cloned with cDNA clone into EcoRI site of pIRES2-EGFP expression vector (Clontech, CA). hAhR expression vector (pCMV6-hAhR) was purchased from OriGene (MD, USA). To test promoter activity, pBV-Luc reporter vector containing *Asb2* promoter and *mAhr* or *hAHR* expression vectors were co-transfected into HEK-293 cells with Lipofectamin2000 (Invitrogen, CA). After 48 h, cells were collected and the luciferase activity was measured. Renilla luciferase was used for normalization.

To examine the activity of AHR ligands and cytokines, Cignal XRE Reporter stable transfected NK-92MI cells (PNAS, 2013) were used. For reporter gene analysis, NK-92MI reporter cells (1×10^5^) were plated onto 24-well plates and stimulated with AHR ligands. Cells were harvested at specific time points after treatment and firefly luciferase activity was measured by using a Dual-Luciferase Assay System (Promega; Cat# E1910). The fluorescence intensity was measured by using FLUOstar OPTIMA (BMG Labtech).

### ChIP Assay

Murine splenic NK cells were stimulated by IL-2 (1,000 U/mL, NCI BRB Preclinical Repository) for 10 days, fixed, lysed. and used for chromatin-immunoprecipitation assay (Abcam; Cat# ab500) according to manufacturer’s protocol. DNA fragments were immunoprecipitated using anti-AHR antibody (Abcam; Cat# ab2769), anti-H3 (positive control) antibody, and protein A bead only as a negative control. The immunoprecipitated DNA was amplified by PCR for 30 cycles using specific promoter primers (F; 5’-GCTACTCATGCAGAAGACCCA-3’ and R; 5’-TCCCTGTGAGGAAACCGAAC-3’) for *Asb2* gene.

### Tumor Infiltration Assay

Mouse MOC2 oral squamous cells (1x10^6^) were injected into the sub-cutaneous compartment of NSG mice. When tumor diameter reached 5 mm, purified splenic NK cells from *Ahr^+/+^* or *Ahr^–/–^* mice were injected *via* tail vain (5x10^6^ cells/mice). Prior injection, NK cells were cultured in the presence of IL-2 and labeled with Vybrant^®^ DiI Cell-Labeling Solution (Invitrogen; Cat# V22885), according to the manufacturer’s instructions.

Similarly, human SCC-4 or UM-SCC-103 oral squamous cells (1x10^6^) were injected into the sub-cutaneous compartment of NSG mice. When tumor diameter reached 5 mm, NK-92MI expressing GFP (NK-92MI-GFP), stably transfected with *ASB2* shRNA, *AHR* shRNA or *AHR/FLNA* double shRNA, were injected *via* tail vain (5x10^6^ cells/mice).

After 24 h, tumors were harvested and dissociated, and NK cell infiltration was quantified by flow cytometry analysis.

### Tumor Dissociation

Tumors were minced and digested in 300 U/ml collagenase and 100 U/ml hyaluronidase (STEMCELL Technologies; Cat# 07912) in culture media (DMEM/F12 medium with 10% FBS, 2 mmol/L L-glutamine, and 1% penicillin-streptomycin-amphotericin B [MP Biomedicals; Cat# ICN1674049]). The tumor digestion was pipetted every 15 min and incubated at 37°C for 3 h, until a single-cell suspension was obtained. The dissociated cells were spun down and resuspended in Trypsin-EDTA (STEMCELL Technologies; Cat# 07901) for 5 min, then further dissociated with 5 U/ml dispase (STEMCELL Technologies; Cat# 07923) and 0.1 mg/ml DNase I (STEMCELL Technologies; Cat# 07900) for 1 min. Then cells were filtered through a 40 µm cell strainer and erythrocytes were lysed with ACK lysing buffer (Lonza; Cat# 10-548E).

### qRT-PCR and Microarrays

RNA was extracted with the RNeasy mini kit (QIAGEN) and cDNA made with the Maxima First Strand cDNA Kit (Thermo Scientific). Quantitative gene expression was performed using the Taqman Gene Expression Assay with the recommended primers (Life Technologies). Each gene expression assessment was measured in triplicates. Gene expression was normalized to control for *HPRT1* expression then shown relative to an appropriate control (2ΔCt ×100, where ΔCt represents the difference in threshold cycle between the control and target genes).

For microarray analyses, gene expression was ascertained with a MouseRef-8v2.0 BeadChip (Illumina). Probes below background level (detection P-value < 0.01) were excluded, and differential expression was identified with a student’s t-test with Bonferroni correction. Hierarchical clustering and visualization were performed with Cluster 3.0 and TreeView (Eisen software, UC Berkeley). The datasets presented in this study can be found in the online repository Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, accession number GSE161923.

### Flow Cytometry and Sorting

Single-cell suspensions from tumors or cell culture were incubated with FcR blocking IgG for 15 min at 4°C in the dark, to block non-specific staining, then cells were incubated with the appropriate antibodies for 30 min at 4°C in the dark. Then, cells were washed with FACS buffer [PBS (Mediatech; Cat# 21-040-CV) containing 2% heat-inactivated Fetal Bovine Serum (Omega Scientific; Cat# FB-21), 1mM EDTA (Invitrogen; Cat# 15575-038) and 1% Pen-Strep (Gibco; Cat# 15140-122)]. Finally, cells were stained with DAPI (Novus Biologicals; Cat# NBP231156) for 10 min at 4°C in the dark, to allow exclusion of non-viable cells, and washed with FACS buffer.

To quantify the infiltration of NK-92MI cells (GFP-expressing) into SCC-4 or UM-SCC-103 cell-derived tumors, we determined the percentage of GFP^+^CD56^+^ cells in the tumor single-cell suspensions by flow cytometry. To quantify the infiltration of mouse NK cells (labeled with Vybrant Dil-labeling solution) into MOC2 cell-derived tumors, we determined the percentage of NK1.1^+^Vybrant Dil^+^ cells in the tumor single-cell suspensions by flow cytometry. The flow cytometry gating strategy is shown in **Supplementary Figure 3**.

### Cell Migration Assay and Time-Lapse Imaging

NK-92MI cells (10,000 cells in RPMI1640 media) were mixed with 10% Matrigel (BD Matrigel™ Basement Membrane Matrix, Becton Dickinson) and seeded on glass-bottomed 4-well chambered cell culture slides (MatTek). Cells were placed in a live imaging chamber and incubated at 37°C with humidified air supplemented with 5% CO_2_. Time lapse movies for bright field and fluorescence images were acquired every 3 to 5 min using a Nikon Eclipse Ti-U microscope, equipped with an S Plan Fluor ×20 ELWD objective (Nikon) and a Cool Snap HQ2 CCD camera (Photometrics), controlled by NIS-Elements imaging software (Nikon). Movies were processed and annotated using Image J software (National Institutes of Health).

For imaging on fibronectin, cells were seeded on #1.5 chambered cell culture slides that had been pre-coated with 5 μg/ml fibronectin. Cells were seeded and allowed to settle for 30 min then images were acquired by LASAF software every 30 s for 2 h using a 1.4 NA 100X objective on a Leica SP8 laser scanning confocal microscope. Data were exported to Fiji (24) and cells were manually tracked. Graphs were generated and statistics performed in Prism 6.0 (GraphPad Software). For the migration assays, NK cells were cultured in IL-2, as indicated in the legend of **Figure 1**.

**Figure 1:**
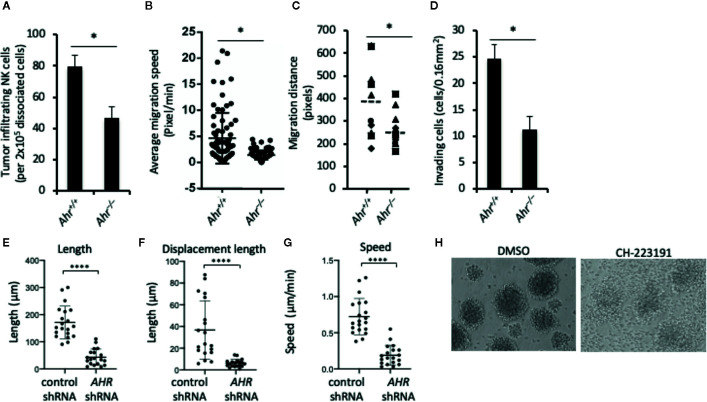
Aryl hydrocarbon receptor (AHR) deficient natural killer (NK) cells have low migratory capacity. **(A)** Tumor infiltration by mouse NK cells. Splenic NK cells from Ahr^+/+^ and Ahr^-/-^ mice were tail vein injected (5x10^6^/mice) into MOC2-bearing NSG mice (n=3). After 24 h, tumors were dissociated, and the amount of NK cells was determined by FACS. Graph is expressed as mean ± SEM. *p < 0.05. **(B, C)** NK cell migration is decreased in AHR-deficient NK cells. Purified NK cells from Ahr^+/+^ and Ahr^-/-^ mice were cultured with IL-2 (1,000 U/mL) for 7 days, then analyzed by time-lapse microscopy. Images were acquired every 5 min for 4 h. **(B)** Average migration speed is presented, 50 cells per group. *p < 0.05. **(C)** Migration distance of Ahr^+/+^ and Ahr^-/-^ NK cells was analyzed with time-lapse microscopy (n=10). **(D)** The invasion ability of Ahr^+/+^ and Ahr^-/-^ NK cells was measured at 24 h after seeding them on the Matrigel chamber (n=10). Results are expressed as the number of invading cells per 0.16 mm^2^. All experiments were repeated at least three times, and the result is expressed as mean ± SEM. *p < 0.05. **(E–G)** NK-92MI cells expressing control shRNA or AHR shRNA were seeded on 5 μg/mL fibronectin. Cells were then imaged in brightfield by live confocal microscopy 2 tp/min and manually tracked. Graphs show the results from one experiment, of three independent experiments, showing length **(E)**, displacement length **(F),** and velocity of cells **(G)** (n=18–20, ****p < 0.0001 by Mann-Whitney test). **(H)** NK-92MI cells were treated with AHR antagonist CH223191 (1uM) or control condition (DMSO) for 2 days, then homotypic aggregation was analyzed using in an optical microscope. One representative example of three different assessments is shown.

### Plasmids

Mouse *Asb2* shRNA vector (pLKO.1-GFP-mAsb2) is from GE Healthcare Life Sciences and human *ASB2* shRNA vector (pGIPZ-GFP-Puro-hAsb2) is from openbiosystems. Human filamin A shRNA vector (pLKO.1-hFlna-shRNA) is from GE Healthcare Life Sciences and mouse filamin A shRNA vector (pZIP-UltramiR-mFilamin A shRNA) is from Transomic. Human *AHR* shRNA lentiviral vector (psi-LVRH1GP) was purchased from GeneCopoeia. For mouse *Asb2* expression vector, mouse *Asb2* cDNA fragment (EcoRV/XbaI) from pCMV-SPORT6-mAsb2 (Addgene) was subcloned into lentiviral vector (pLenti-GII-CMV-GFP-2A-Puro; Applied Biological Materials Inc. Canada). Human *ASB2* lentiviral expression vector (pLX304-Blast-V5) is from Gelifesciences. The knockdown efficiency of shRNA was analyzed with qRT-PCR (**Supplementary Figure 4**).

### Invasion Assay

NK-92MI and *ASB2* shRNA stable transfected NK-92MI cells (5×10^5^) were placed in the top well of Matrigel Invasion chambers with serum-free RPMI medium and 0.5 ml of the complete RPMI medium, containing 10% FBS, added to the lower chambers and subjected to invasion assay for 1, 3, or 4 days. Cells were incubated at 37°C for during the timecourse, before the non-invading cells were removed from the upper surface of the membrane. After fixation in 95% ethanol for 5 min, the cells still on the opposite surface of the filter membrane were stained with 1% crystal violet for 10 min. The migratory cells were counted in five microscope fields and averaged.

### Lentiviral Production and Transfection

For the production of the lentiviral particles, the cell line HEK-293 was transfected, using Lipofeactmin2000 (Invitrogen), with the packaging plasmid pCMVR8.74 (addgene), the envelope plasmid pCMV-VSVG and the lentiviral construct containing the shRNA or the transgene. Cell culture medium was changed 16 h after the transfection and virus supernatants were collected 24 and 48 h after the media change. Immediately after supernatant collection, the viral particles were concentrated by ultracentrifugation. The lentiviral pellets were then resuspended in ice-cold PBS and the virus was titrated by FACS using HEK-293 cells.

For the lentiviral transduction of the cell lines, cells were harvested, washed, resuspended in fresh medium and plated at the appropriate concentration (1x10^6^ cells per 10 cm plates). Then, the lentiviral particles were added to the cell cultures at a multiplicity of infection (MOI) of 1 transducing Unit per cell. Polybrene (8 µg/ml) was also added to enhance the lentiviral transduction efficiency. 48 h after viral infection, medium was changed. For cells transduced with the pLKO.1 puro vectors, the cell cultures were treated with the selection agent puromycin for 3 days after media change, all other transfected cells were purified with FACS and amplified for further experiments.

### Western Blot Analysis

NK-92MI cells and primary cultured mouse NK cells were lysed in M-PER mammalian protein extraction reagent (Thermo Scientific; Cat# 78501). Proteins from total cell lysates were resolved on a 4% to 12% Tris-Glycine gel (Life Technologies; Cat# XP04120BOX) and transferred to a polyvinylidene fluoride (PVDF) membrane. Membranes were blocked in TBS containing 0.05% Tween 20 and 5% skim milk powder and incubated overnight with specific rabbit primary antibodies. Secondary donkey-anti-rabbit antibodies conjugated to HRP (Biolegend) were used for chemiluminescence detection with Pierce ECL Western blotting substrate (Thermo Scientific; Cat# 32209). Antibodies to Filamin A was obtained from Antibodies-online. Polyclonal antibody for human Asb2 was purchased from abeomics (Ca# 11-8110).

### Ubiquitination Assay

FICZ treated NK-92MI cells extracts were prepared and immunoprecipitated using the Dynabeads protein G immunoprecipitation kit (Invitrogen; Cat# 10007D). Filamin A antibodies were bound to Dynabeads protein G, and Dynabeads-antibody complex was used to precipitate target proteins from the cell extracts. Unbound proteins were washed away, and complexes were eluted. After mixing with the loading buffer, samples were separated by electrophoresis on SDS-polyacrylamide gels and transferred to PVDF membranes, and Western blotting was performed with ubiquitin antibody (P4D1, Biolegend). MG132 (Selleckchem; Cat# S2619) was used for proteasomal inhibition assay.

### Statistics

For statistical comparison between groups, paired two-tailed Student t-test was used. Analyses were performed using the statistics tools of Microsoft Excel. Mean values are shown unless otherwise indicated. Errors and error bars represent SEM unless otherwise stated. Differences with *p* values <0.05 are considered significant.

## Results

### AHR Regulates the Migration of NK Cells

Consistent with our original observation that AHR deficiency results in poor infiltration of lymphocytes into the tumor microenvironment (18), we found that adoptively transferred murine *Ahr* ^–/–^ NK cells infiltrated tumors to a lower extent than wild-type (WT) NK cells **(** **Figure 1A** **)**. Similarly, time-lapse microscopy of NK cells in an *in vitro* 3D extracellular matrix (ECM)-like culture system showed that *Ahr* ^–/–^ NK cells had lower migration speed, lower migratory distance and lower invasion capacity compared to WT NK cells **(** **Figures 1B–D** **)**. Further, *AHR* shRNA expressing human NK cells (NK-92MI cells) had reduced *in vitro* migratory capacity on fibronectin-coated plates as measured in terms of length, displacement and speed, compared to control cells **(** **Figures 1E–G** **)**. In line with decreased migration and displacement, we found that AHR blockade by its antagonist CH-223191 inhibited NK cell multicellular aggregates **(** **Figure 1H** **)**, which form in response to NK cell activation (25, 26) and involve receptor-ligand interactions and actin dynamics (27). Thus, it appears that AHR activity has an overall effect on NK cell migration capacity.

### *Asb2* Is Regulated by AHR

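Gene expression was measured in splenic NK cells of 3 Ahr+/+ and 3 Ahr-/- mice after 8 days of culture with IL-2 (1000 U/mL), on single-colour Illumina BeadChips. Of the 6376 genes tested, 844 were higher and 885 were lower in Ahr-/- NK cells at an adjusted p under 0.05 from limma, and of these 216 and 194 differed by at least 2-fold. The probe for Ahr itself gave 4.54 ± 0.19 on the log2 scale (SD, n = 3 mice) in Ahr+/+ and 4.56 ± 0.08 (SD, n = 3) in Ahr-/- cells and was not above background on any array, so it does not check the genotype labels. Ahrr, the AHR repressor and a known target of AHR, fell by 3.07 in Ahr-/- cells (SE 0.148, adjusted p = 6.2e-06 from limma), with signal above background on 4 of 4 Ahr+/+ arrays and 1 of 4 Ahr-/- arrays. RNA of replicate 1 of each genotype was hybridized again on a further array, so that 8 arrays represent 6 mice, and the repeat arrays of a mouse were averaged and counted as 1 replicate. Log2 values of repeat arrays correlated at 0.992 and 0.993 over the tested probes, against 0.986 to 0.992 between mice of 1 genotype and 0.941 to 0.967 between genotypes.

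The deposited data hold the bead signal intensity of 25697 probes per array with a detection p-value, and a table in which the authors subtracted a background value from each array and scaled it to a common mean of 401.5. On each array, 8707 to 9211 probes had a detection p-value under 0.01. For the tests, the signals were corrected for background with an offset of 16 and quantile normalized with limma's neqc function, probes detected in at least 3 of the 6 mice were kept, and each gene was represented by its brightest probe. Quantile normalization gives all arrays the same distribution of signals, so a change of total RNA per cell would not be seen, and the offset draws the folds of dim genes towards 1. The methods exclude probes below background and adjust their test by Bonferroni's method. With the methods' test on the same values, 2 genes were higher and 9 lower, and 568 were higher and 565 lower when its p-values were adjusted by the Benjamini-Hochberg method. The 3 mice per genotype limit the precision of each value.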

To elucidate the mechanism of the AHR-mediated regulation of migration, we performed a microarray analysis to assess the differentially expressed genes between *Ahr* ^+/+^ and *Ahr* ^–/–^ NK cells. 

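Among the genes with signal above background on an array of each genotype, Asb2 had the largest fall on the normalized log2 scale. Over the first array of each mouse, its deposited scaled signal was 6348 ± 872 (SD, n = 3 mice) in Ahr+/+ NK cells and 51.2 ± 6.59 (SD, n = 3) in Ahr-/- NK cells, a ratio of 124. These 6 arrays were taken as the paper's because their ratios match the folds printed in Fig. 2A to 2 digits for 30 of the 30 genes compared, and the paper gives no reason for leaving the repeat arrays out. The repeat arrays gave 6533 for Ahr+/+ replicate 1, whose first array gave 7353, and 49.1 for Ahr-/- replicate 1, whose first array gave 54.5. With each mouse's arrays averaged, the signal was 6211 ± 636 in Ahr+/+ and 50.3 ± 6.07 in Ahr-/- cells (SD, n = 3 mice each), a ratio of 123.5. On the normalized log2 scale Asb2 fell by 6.53 (SE 0.113, adjusted p = 3.3e-08 from limma), which is a fold of 92.7 ± 12.2. The spread of 12.2 was propagated from the SDs of the log2 values over the mice of each genotype. Each Ahr-/- mouse lay below each Ahr+/+ mouse (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Asb2 remained above background on 4 of 4 Ahr-/- arrays. The fold was 38.3 without background correction and 61.9 with an offset of 50.

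Among the genes that fell with Asb2, Cd160, an activating receptor of NK cells, fell by 4.81 on the log2 scale (SE 0.176, adjusted p = 1.9e-06 from limma), a fold of 28.1. Hic1, a transcriptional repressor, was not above background on any Ahr-/- array and was at least 17.8-fold lower (adjusted p = 1.1e-07 from limma). Such bounds set the Ahr+/+ mean against the lowest detected signal of each Ahr-/- array. Ifi27l2a, an interferon-inducible gene, was likewise at least 13.6-fold lower (adjusted p = 8.8e-08). The adaptor gene Sla fell by 3.73 (SE 0.207) and the junctional adhesion gene Jaml by 3.01 (SE 0.169). Among the genes that rose, Cstdc4, of the stefin family of protease inhibitors, rose by 4.85 (SE 0.423, adjusted p = 0.00011), a fold of 28.8, with signal above background on 1 of 4 Ahr+/+ arrays. Tmem119, above background on 3 of 4 Ahr+/+ arrays, rose by 3.92 (SE 0.319), the serine protease gene Ctsg by 3.88 (SE 0.39), the granzyme gene Gzmg by 3.80 (SE 0.455) and the annexin gene Anxa3 by 3.72 (SE 0.345). Gzmn rose by 3.32 (SE 0.305) and Klrg1, an inhibitory receptor, by 3.09 (SE 0.142). In Cstdc4, Tmem119, Ctsg, Gzmg, Anxa3, Gzmn and Klrg1, Ahr+/+ replicate 2 lay above the other Ahr+/+ mice. Without this mouse the rise of Gzmg was 4.39. Among called genes with signal above background in both genotypes, which leaves out genes with a bound such as Hic1, 32 of the 39 genes that follow Asb2 by fold differed by 5-fold to 15-fold, and their folds ran from 4.87 to 28.8. The paper takes Asb2 as its lead to how AHR acts on the migration it measured in Fig. 1.

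**Figure D1:**
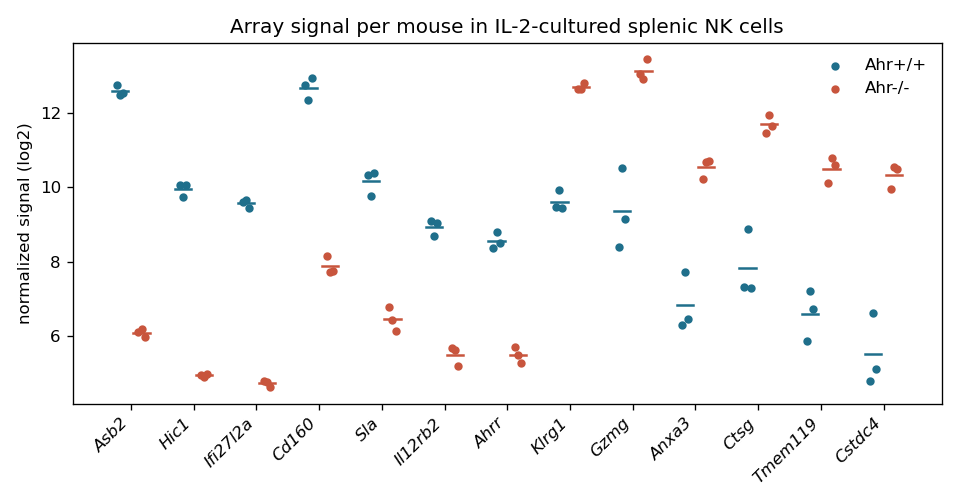
Normalized log2 signal (vertical axis) of 13 genes (horizontal axis) in IL-2-cultured splenic NK cells, with 1 point per mouse and a line at the mean of the 3 Ahr+/+ or 3 Ahr-/- mice. Asb2 has a mean of 12.61 in Ahr+/+ and 6.07 in Ahr-/- mice, and Hic1, Ifi27l2a and Il12rb2 were not above background on any Ahr-/- array.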

Strikingly, among the top 40 differentially expressed genes, we observed that the expression of *Asb2*, which encodes the specificity subunit of a multimeric E3 ubiquitin ligase complex (23, 28, 29), had a 124-fold reduction in *Ahr* ^–/–^ NK cells in contrast to the 5 to 15-fold difference observed in other genes **(** **Figure 2A** **)**. A previous study suggested that the *Asb2* promoter contains AhR-binding sites within its regulatory region (12), so we further investigated whether AhR directly regulates *Asb2* expression. Consistent with the microarray analysis, we found that *Ahr* ^–/–^ NK cells had significantly reduced expression of *Asb2* compared to WT NK cells and that the AhR agonist FICZ significantly increased *Asb2* expression in WT NK cells but not in *Ahr* ^–/–^ NK cells **(** **Figure 2B** **)**. We also observed that inhibition of *AHR* expression in human NK cells by shRNA significantly reduced expression of *ASB2* mRNA and protein, compared to control NK cells, indicating an NK cell-intrinsic effect of AHR on ASB2 expression (**Supplementary Figures 1a-b**). Further, we observed that stimulation of human NK cells by FICZ significantly increased *ASB2* expression, while culture of NK cells with the AHR antagonist CH-223191 significantly reduced *ASB2* expression **(** **Figure 2C** **)**. In a previous study, we determined that AHR regulates the function of human CD56^bright^ NK cells, which have a higher expression of *AHR* compared to CD56^dim^ NK cells (19). In line with this, we observed that FICZ induced a marked increase in the expression of *ASB2* in CD56^bright^ NK cells, while only a modest increase in CD56^dim^ NK cells **(** **Figure 2D** **)**. We have previously shown that activating cytokines, such as IL-2, IL-15, and IL-12, upregulate AhR in NK cells (18), and similarly, these cytokines upregulated Asb2 expression, as well (**Supplementary Figure 1b**).

**Figure 2:**
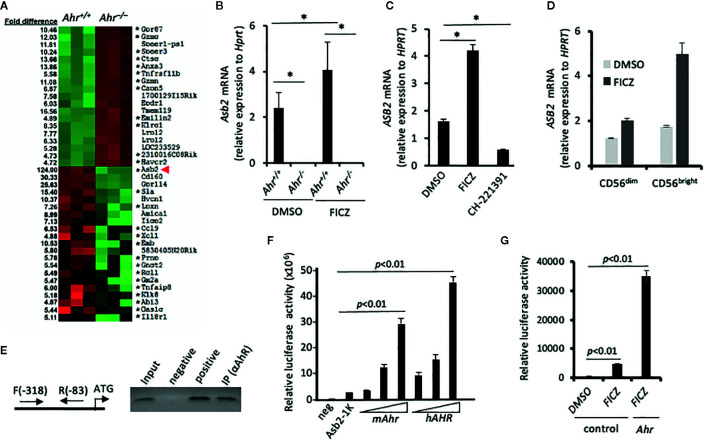
Aryl hydrocarbon receptor (AHR) regulates expression of ubiquitin ligase subunit ASB2. **(A)** Splenic natural killer (NK) cells from Ahr^+/+^ and Ahr^-/-^ mice were cultured in the presence of IL-2 (1,000 U/mL) for 8 days. Then, their gene expression was assessed by microarray. Heatmap shows microarray signal intensity of the top 40 differentially expressed genes (n=3 mice per group). Asterix (*) denotes genes with at least one AHR binding domain in their regulatory region. **(B)** Asb2 mRNA expression was assessed on mouse splenic NK cells cultured in the presence of IL-2 (1,000 U/mL) and FICZ (200 nM) or vehicle control (DMSO) for 7 days (n=3 mice per group). **(C)** Human NK-92MI cells were cultured with AHR agonist FICZ (200 nM), antagonist CH-223191 (1 uM), or vehicle control (DMSO) for 24 h, then Asb2 mRNA expression was determined. **(B, C)** Graphs are expressed as mean ± SEM. *p < 0.05. **(D)** Sorted human CD56dim and CD56bright NK cells were cultured with AHR agonist FICZ (200 nM) or vehicle control (DMSO) for 24 h, then ASB2 mRNA expression was determined. **(E)** Chromatin Immuno-Precipitation assay analyzing the binding of AHR to the promoter region of Asb2 gene. DNA fragments were immunoprecipitated using anti-AHR or anti-H3 antibodies (positive control), or protein A bead only as a negative control; and the immunoprecipitated DNA fragments were amplified using corresponding gene-specific promoter primers. Input: PCR performed using DNA before immunoprecipitation. ATG represents the location of start codon. Arrows labeled F and R represent the gene-specific primers and their positions on target gene promoter. All ChIP experiments were repeated at least three times. **(F)** AHR-dependent increase of Asb2 promoter activity. pBV-Luc-Asb2-1K (-973/-1 from ATG) vector was transfected into HEK-293 cells with mAhR or hAhR expression vectors, and the luciferase activity was measured after 48 h with a Luminometer. Experiments were performed three times. For statistical comparisons, paired two-tailed Student t-test was used. **(G)** FICZ increases Asb2 promoter activity. pBV-Luc-Asb2-1K vector and mouse AhR expression vector were transfected into HEK-293 cells in combination, and 1 day later, HEK-293 cells were treated with FICZ (200 nM) for 24 h. Cells were harvested and luciferase activity was measured with a Luminometer. pBV-Luc-Asb2-1K vector-transfected cells treated with DMSO or FICZ (200 nM) were used as control. Experiments were performed three times. For statistical comparisons, paired two-tailed Student t-test was used.

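Genes of the interferon response were lower in Ahr-/- NK cells. Of 24 interferon-stimulated genes measured, 18 fell and 6 did not pass the test (19 lower when adjusted over the list alone). The interferon-inducible GTPase gene Irgm2 fell by 2.67 on the log2 scale (SE 0.176, adjusted p = 2.7e-05 from limma), Oas1g by 2.18 (SE 0.144), the ubiquitin-like modifier gene Isg15 by 1.89 (SE 0.218) and Usp18 by 1.80 (SE 0.132). Irf7 and Rsad2 were not above background on any Ahr-/- array and were at least 1.77-fold and 2.23-fold lower. Rsad2 lies within 20 Mb of Ahr on chromosome 12. The list lay below the other genes (camera with a preset correlation of 0.01, adjusted p = 3.4e-11, but adjusted p = 0.22 with an estimated correlation). Of 15 cytokine and chemokine genes, 11 fell and 1 rose (11 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.00025, and adjusted p = 0.23 with an estimated correlation). Xcl1, which encodes lymphotactin, fell by 2.29 (SE 0.108), Ccl9 by 2.28 (SE 0.136) and Ltb by 1.99 (SE 0.27), whereas Osm rose by 0.97 (SE 0.138). Ifng had a difference of 0.53 (adjusted p = 0.12 from limma) and did not pass. Of 28 proliferation genes, 16 fell by 0.33 to 0.77 on the log2 scale and 12 did not pass (22 lower when adjusted over the list alone; camera adjusted p = 3.1e-06, and adjusted p = 0.23 with an estimated correlation). Hmgb2 fell by 0.77 (SE 0.126), the mitotic kinesin gene Kif11 by 0.76 (SE 0.119) and Top2a by 0.58 (SE 0.104).

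Among 28 NK cell receptor genes, 15 fell and 2 rose (17 lower and 3 higher when adjusted over the list alone; camera adjusted p = 0.0048, and adjusted p = 0.23 with an estimated correlation). Besides Cd160, Cd226, which encodes DNAM-1, fell by 1.78 (SE 0.186) and Klrk1, which encodes NKG2D, by 1.29 (SE 0.12). Crtam fell by 2.19 (SE 0.19), with signal above background on 1 of 4 Ahr-/- arrays, and Pilrb1 rose by 1.97 (SE 0.211). Of 18 genes of cytokine receptors and their signalling, 7 fell and 2 rose (10 lower and 4 higher when adjusted over the list alone; camera adjusted p = 0.0075, adjusted p = 0.063 when detection in all 6 mice was required, and adjusted p = 0.22 with an estimated correlation). Il12rb2, a chain of the IL-12 receptor, was at least 8.77-fold lower, and the IL-18 receptor genes Il18r1 and Il18rap fell by 2.12 (SE 0.172) and 1.18 (SE 0.121). Of 16 checkpoint receptor genes, 6 fell and 6 rose (6 lower and 7 higher when adjusted over the list alone; camera adjusted p = 0.99, with a median of -0.057 where the test pointed up). Havcr2, which encodes TIM-3, rose by 2.21 (SE 0.144) and Ctla4 was at least 2.48-fold higher, whereas Lag3, above background on 3 of 4 Ahr-/- arrays, fell by 2.19 (SE 0.178).

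Of 22 genes of granzymes and cytotoxic granules, 10 rose and 3 fell (12 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.018, and adjusted p = 0.23 with an estimated correlation). Beside Gzmg, Gzmn and Ctsg, Gzme rose by 2.04 (SE 0.258), Prf1, which encodes perforin, by 1.47 (SE 0.148), and Gzmf was at least 4.44-fold higher. Gzmm fell by 0.80 (SE 0.114) and Ctsw by 1.01 (SE 0.12). The granzyme genes Gzmd to Gzmn are close paralogs, and probe sequences were not used here to tell them apart. Markers of other cells rose beside them, 14 of 22 measured ones in all, with 2 lower. Most listed genes of other cells were not above background in enough mice to be measured. This held for 9 of 14 T cell genes and 11 of 15 mast cell and basophil genes on the array. It also held for 22 of 25 monocyte, macrophage and neutrophil genes and 14 of 14 B cell genes. Some measured markers do not set other cells apart, since Klrg1 is also an NK cell receptor gene. Ctsg is listed with the cytotoxic granules too, and which cells expressed it is not settled here. Of 5 T cell genes 4 rose (camera adjusted p = 0.027, and adjusted p = 0.32 with an estimated correlation), among them Cd3d by 1.00 (SE 0.313), whose call was lost when any mouse except Ahr-/- replicate 3 was left out (adjusted p of 0.057 to 0.12 from limma). The call of the T cell list was lost under each other filter on dim probes (adjusted p of 0.12 to 0.18), with all 8 arrays and the mouse as a random block (0.069) and with the hybridization as a term (0.068). Of 4 mast cell and basophil genes 4 rose, among them Ctsg, with Cpa3 at least 1.88-fold higher and Cma1, above background on 1 of 4 Ahr+/+ arrays, higher by 3.10 on the log2 scale (SE 0.169; camera adjusted p = 0.00011, and adjusted p = 0.22 with an estimated correlation). Of 3 monocyte, macrophage and neutrophil genes 3 rose, with Cd14 at least 4.78-fold higher. Among 10 housekeeping genes, Rpl13a rose by 0.45 (SE 0.088) and 9 did not pass, including Hprt, the reference gene of the study's RT-PCR, at -0.03 (SE 0.095, adjusted p = 0.86 from limma).

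**Figure D2:**
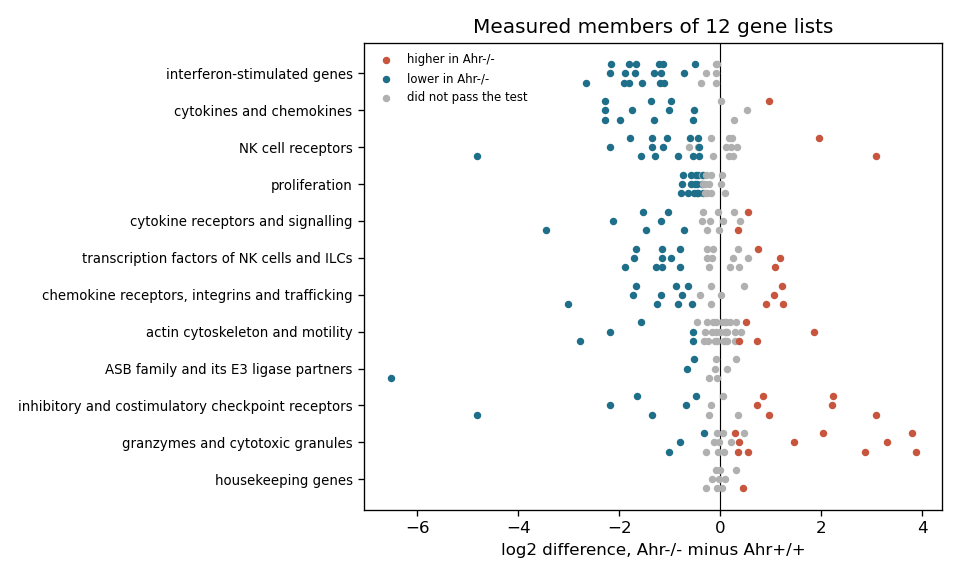
Log2 difference, Ahr-/- minus Ahr+/+ (horizontal axis), of the measured members of 12 gene lists (vertical axis), with 1 point per gene, coloured by whether it was higher, lower or did not pass in limma. Of the 24 interferon-stimulated genes 18 lie among the lower genes, and the granzyme list spans both sides, with 10 higher and 3 lower.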

To investigate if *Asb2* expression is directly regulated by AHR, we performed chromatin immunoprecipitation (ChIP) assays using soluble chromatin fragments isolated from IL-2 activated NK cells. PCR amplification of DNA fragments pulled down by anti-AHR antibodies confirmed that AHR bound to genomic regions near the start site of *Asb2* **(** **Figure 2E** **)**. Next, we performed reporter assays in which luciferase expression, and hence activity, was controlled by the *Asb2* promoter region. Co-transfection with either mouse *Ahr* or human *AHR* increased luciferase activity in a dose-dependent manner **(** **Figure 2F** **)**. Furthermore, stimulation by AHR agonist FICZ, particularly in the context of co-transfection with *Ahr*, resulted in increased luciferase activity **(** **Figure 2G** **)**, supporting a direct role of AHR in the control of *Asb2* expression. Taken together, these results indicate that AHR binds to the *Asb2* promoter region and positively regulates *Asb2* expression.

### ASB2 Is Involved in the Regulation of NK Cell Migration

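Among genes of the ASB2 ligase, adhesion and motility, some rose and others fell in Ahr-/- NK cells. Of 9 genes of the ASB family and of the ligase subunits it binds, Asb2, Asb13 and Eloc fell and 6 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.058, and 4.6e-07 to 0.25 over the other settings). The list includes Asb2 itself, so its test is not independent of that gene, and its mean log2 difference was -0.861 where its median was -0.106. Asb13 fell by 0.66 on the log2 scale (SE 0.113, adjusted p = 0.0035 from limma) and Eloc, which encodes elongin C, by 0.52 (SE 0.123, adjusted p = 0.016 from limma). The call of Eloc was lost without Ahr+/+ replicate 1, Ahr+/+ replicate 3 or Ahr-/- replicate 3 (adjusted p of 0.056, 0.051 and 0.055 from limma). Of 6 genes that encode filamin-binding proteins, Itgb7, an integrin chain, fell by 1.73 (SE 0.102), Itgb1, another integrin chain, rose by 0.92 (SE 0.138), and 4 did not pass (1 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.51).

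Of 35 genes of the actin cytoskeleton and motility, 5 fell, 4 rose and 26 did not pass, with the same numbers when adjusted over the list alone (camera adjusted p = 0.87, with a median of 0.034 and a mean of -0.112). Lpxn, which encodes the focal adhesion protein leupaxin, fell by 2.78 (SE 0.165), the ABI family gene Abi3 by 2.19 (SE 0.106), Vim, which encodes vimentin, by 1.56 (SE 0.087) and Coro1a by 0.54 (SE 0.092). Vcl, which encodes the adhesion protein vinculin, rose by 1.86 (SE 0.222) and Lsp1 by 0.73 (SE 0.127). Of 19 genes of chemokine receptors, integrins and trafficking, 10 fell and 4 rose (10 lower and 5 higher when adjusted over the list alone; camera adjusted p = 0.021, adjusted p = 0.06 without a filter on dim probes, and adjusted p = 0.32 with an estimated correlation). The chemokine receptor gene Cxcr3 fell by 1.26 (SE 0.103, adjusted p = 8e-05 from limma), Icam2 by 1.17 (SE 0.126) and Cd44 by 0.63 (SE 0.107). Klf2, a regulator of lymphocyte trafficking, was at least 2.04-fold lower. Itgav rose by 1.23 (SE 0.096), Pecam1 by 1.25 (SE 0.103) and Itga1 by 1.08 (SE 0.124). The probes for Ccr7, Cxcr4 and Cxcr6 were not above background on any array, which leaves no comparison of these receptors.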

Due to the dramatic reduction of *Asb2* expression in *Ahr*-deficient murine NK cells (**Figure 2A**), we investigated whether ASB2 is involved in the regulation of NK cell migration by the aryl hydrocarbon receptor. Using human NK cells, we observed that *ASB2* knockdown resulted in a phenotype similar to *AHR*-deficient NK cells in terms of their ability to form multicellular aggregates in culture **(** **Figures 3A** and **1H** **)**. Using an *in vitro* 3D migration system, we found that both *ASB2*-deficient NK cells and NK cells treated with the AHR inhibitor CH-223191 migrated significantly less compared to control NK cells **(** **Figure 3B** **)**. *ASB2*-deficient NK cells also had a significantly lower capacity to invade Matrigel membranes *in vitro*, compared to control NK cells **(** **Figure 3C** **)**. Finally, we assessed tumor infiltration of adoptively transferred NK cells and found that *ASB2*-deficient NK cells had a decreased ability to infiltrate tumors *in vivo* using a xenograft tumor model **(** **Figure 3D** **)**. Overall, these results demonstrate that ASB2-deficiency phenocopies the AHR-deficiency in NK cells in terms of the ability of NK cells to migrate and infiltrate tumor tissue, thereby providing support for ASB2’s involvement in the AHR-mediated regulation of NK cell migration.

**Figure 3:**
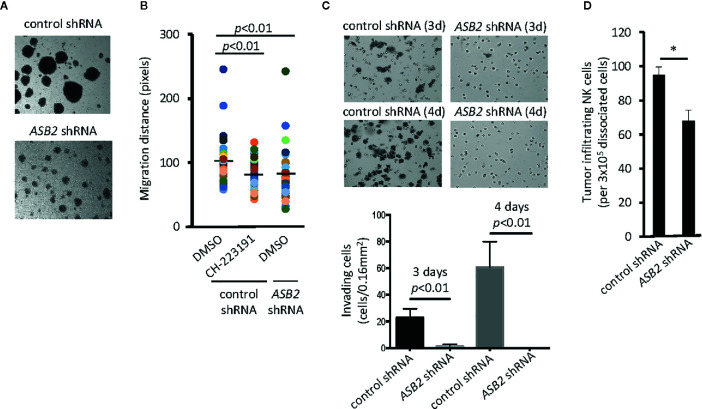
ASB2 is involved in the aryl hydrocarbon receptor (AHR)-mediated regulation of natural killer (NK) cell migration. **(A)** The phenotype of *ASB2* knocked-down or control NK-92MI cells was analyzed using in an optical microscope. One representative example of three different assessments is shown. **(B)** Migration ability of NK cells was analyzed using time-lapse video microscopy. Representative graph shows migration distance of 50 randomly selected NK-92MI cells expressing *ASB2* shRNA or control shRNA, in the presence of CH-223191 (1 μM) or vehicle control (DMSO), on a 10% Matrigel chamber. The quantitation of migration distance was done for 6 h, with 5 min intervals. One representative example of three different assessments is shown. **(C)** Cell invasion was analyzed using *ASB2* knocked-down or control NK-92MI cells. The invasion capacity was measured on day 3 and 4 after seeding. (top) Images show results from a representative experiment; (bottom) graph shows cumulative results from 3 independent experiments expressed as mean ± SD. **(D)** Tumor infiltration by NK-92MI cells. NK-92MI-GFP cells expressing *ASB2* shRNA or control shRNA were tail vein injected (3x10^6^/mice) into UM-SCC-103-bearing NSG mice (n=3). After 24 h, tumors were dissociated, and the amount of infiltrating NK cells was determined by FACS. Graph shows the amount of infiltrating NK cells per 3x10^5^ dissociated cells and is expressed as means ± SEM. *p < 0.05.

### ASB2 Regulates the Amount of Filamin A

One of the major protein targets of the multimeric E3 ubiquitin ligase complex, of which ASB2 provides specificity, is filamin A (23, 28, 29). Filamins are major organizers of the actin cytoskeleton, and their concentration is a crucial determinant of stiffness of the actin filament network, cell spreading, cell adhesion, cell invasion, and migration of immune cells (29, 30). Given that ASB2 is involved in AHR-mediated regulation of NK cell migration, we studied whether this regulation implicated filamins. Analysis of filamin expression indicated that filamin A was the filamin isoform with the highest expression in NK cells and that neither AHR blockade nor *ASB2* downregulation had an impact on filamin A, B and C mRNA levels **(** **Figure 4A** and **Supplementary Figure 2a** **)**. In line with a previous study showing filamin A-degradation dependent migration of dendritic cells (30), we found that knockdown of the expression of *FLNA* increased the invasiveness of NK cells *in vitro* **(** **Figure 4B** **)**. Interestingly, consistent with an AHR-mediated negative regulation of filamin A protein expression, we found that *Ahr* ^–/–^ NK cells had a higher amount of filamin A protein compared to *Ahr* ^+/-^ NK cells, and that filamin A levels were increased in *Ahr* ^+/-^ NK cells treated with the AHR antagonist CH-223191 and decreased in *Ahr* ^+/-^ NK cells treated with the AHR agonist FICZ **(** **Figure 4C** **)**. This modulation of filamin A protein levels in NK cells by AHR ligands was observed *in vitro* and *in vivo* **(** **Figure 4D** and **Supplementary Figure 2b** **)**. In a similar manner, knock-down and over-expression of *ASB2* in NK cells resulted in filamin A levels similar to those resulting from AHR inhibition and activation, respectively **(** **Figure 4E** and **Supplementary Figure 2b** **)**. Overexpression of Asb2 protein was confirmed with Western blotting (**Figure 4F**). Consistent with an involvement of Asb2 in the AHR-mediated regulation of filamin A, we found that FICZ had poor effect on ASB2 knocked-down NK cells **(** **Supplementary Figure 2c** **)**. Also, we found that AHR agonist FICZ increased the amount of filamin A ubiquitination in NK cells **(** **Figure 4G** **)**, and that proteasome inhibitor MG132 partially restored the filamin A levels (**Supplementary Figure 2d**). Overall, these results show that AHR and ASB2 control filamin A protein levels by modulating its ubiquitination and proteasome degradation.

**Figure 4:**
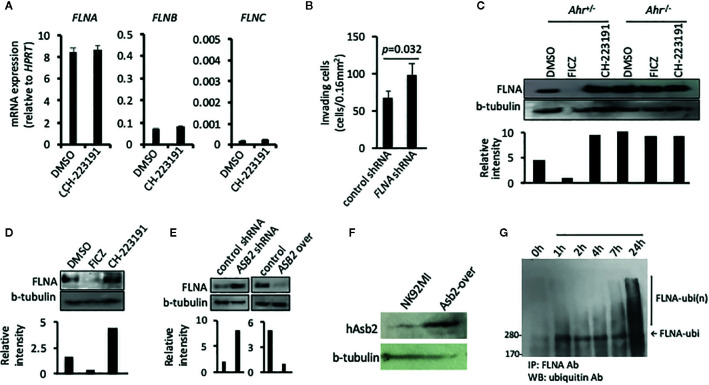
ASB2 regulates filamin A protein level in natural killer (NK) cells. **(A)** NK-92MI cells were cultured in the presence of CH-223191 (1 μM) or vehicle control (DMSO) for 2 days, then the amount of *FLNA*, *FLNB*, and *FLNC* mRNA was determined by qRT-PCR. Graphs show mRNA expression, measured in triplicates, and are shown as mean ± SEM. **(B)** The invasion ability of NK-92MI cells stable transfected with *FLNA* shRNA or control shRNA, was measured at 24 h after seeding on the Matrigel chamber. Results are expressed as the number of invading cells per 0.16 mm^2^. All experiments were repeated at least three times, and the result is expressed as mean ± SEM. *p* value is shown. **(C)** NK cells from *Ahr^+/-^* and *Ahr^-/-^* mice were cultured with IL-2 (1,000 U/ml) for 7 days and then cultured in the presence of FICZ (200 nM), CH-223191 (1 μM), or vehicle control (DMSO) for two additional days. FLNA level was analyzed by western blotting. **(D)** B6 mice were injected intraperitoneally with FICZ (50 μM/mice), CH-223191 (500 μM/mice) or vehicle control (DMSO). After 2 days, the spleens were collected and CD8^-^NKp46^+^ NK cells were FACS sorted and cultured with IL-2 (1,000 U/ml) for 2 days. Then cells were assessed for FLNA level by western blotting. **(E)** The level of FLNA was analyzed on NK-92MI stable transfected with *ASB2* shRNA, *ASB2* over-expression, or control vectors by western blotting. **(F)** ASB2 protein expression was confirmed in NK92MI cells transfected to overexpress *ASB2*. **(G)** Ubiquitination analysis. NK-92MI cells were cultured in the presence of FICZ (200 nM). At different time-points during the culture, NK-92MI were collected, lysed, immunoprecipitated with anti-FLNA antibody and blotted with anti-ubiquitin antibody**. (A–F)** Results from one representative experiment are shown, from at least three different experiments.

### The AHR-ASB2-FLNA Axis Regulates the Migration of NK Cells

Our data indicate that AHR-mediated regulation of NK cell migration results from the regulation of filamin A protein levels *via* ASB2. In order to further probe the AHR-ASB2-FLNA axis, we assessed whether filamin A expression knockdown restored the migration capacity of NK cells in the setting of AHR-deficiency **(** **Figure 5** **)**. We found that filamin A knockdown expression in mouse *Ahr^–/–^* NK cells restored their ability to migrate and invade *in vitro* **(** **Figures 5A, B** **)**. Similarly, we observed that knockdown of filamin A expression restored the ability of human AHR knocked-down NK cells to migrate and invade *in vitro* **(** **Figures 5C, D** **)**, as well as their ability to infiltrate tumors *in vivo* **(** **Figure 5E** **)**. Taken together, our results show that AHR modulates the migration of NK cells by regulating the amount of filamin A *via* an AHR-ASB2-FLNA axis **(** **Figure 5F** **)**.

**Figure 5:**
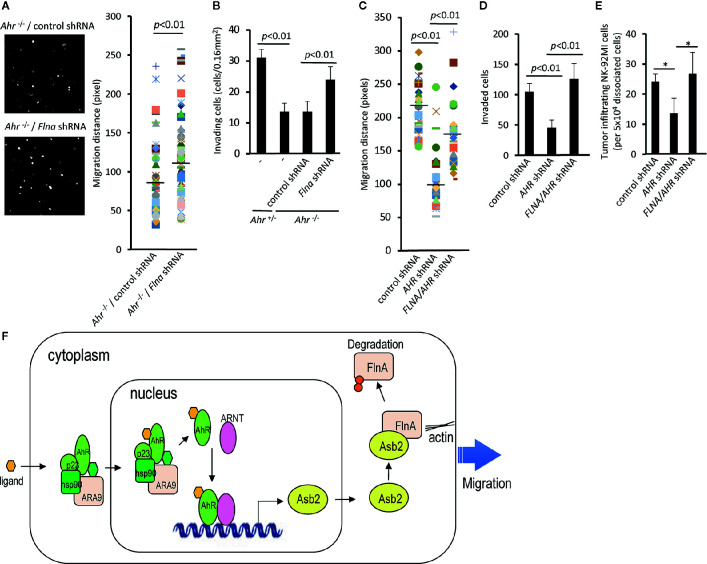
The AHR-ASB2-FLNA axis modulates natural killer (NK)-cell migration. **(A)** Migration of *Ahr^-/-^* NK cells transduced with filamin A shRNA-GFP or control shRNA-GFP vector using time-lapse video microscopy. The quantitation of migration distance was done for 5 h, with 10-min intervals. Graph shows migration distance of 39 randomly selected cells on a 50% matrigel chamber. *p* value is shown. **(B)** NK cells from *Ahr^+/-^* and *Ahr^-/-^* were cultured with IL-2 (1,000 U/mL) for 4 days and transduced with *Flna* shRNA-GFP or control shRNA-GFP vector. Then, FACS sorted GFP^+^ NK cells (2.6x10^5^) were seeded in an invasion chamber. After 24 h, the invasion of NK cells was measured. Results are expressed as the number of invading cells per 0.16 mm^2^. Graph is expressed as mean ± SEM, and *p* values are shown. **(C)** Migration of NK-92MI cells stable transfected with *AHR* shRNA, *FLNA* shRNA, or control vector using time-lapse video microscopy. The quantitation of migration distance was done for 3 h, with 3-min intervals. Graph shows migration distance of 50 randomly selected cells on 10% Matrigel chamber. *p* values are shown. **(D)** NK-92MI stable transfected with *AHR* shRNA, *FLNA* shRNA, or control vector were placed in the top well of a Matrigel invasion chamber (5×10^5^ cells/well). After 2 days, the number of invading cells was determined. Graph is expressed as mean ± SEM, and *p* values are shown. **(E)** Tumor infiltration by NK-92MI cells stable transfected with *AHR* shRNA, *FLNA* shRNA, or control vector. NK-92MI cells were tail vein injected (5x10^6^/mice) into SCC-4-bearing NSG mice (n=3). After 24 h, tumors were dissociated, and the amount of NK-92MI cells was determined by FACS. Graph is expressed as mean ± SEM. *p < 0.05. **(A–E)** One representative example is shown; all experiments were repeated at least three times. **(F)** Model of AhR-mediated regulation of NK-cell migration *via* Asb2-dependent Filamin A degradation.

## Discussion

Here, we show that the migration of NK cells is modulated by a previously unrecognized AHR-ASB2-FLNA axis. Our data indicate that AHR directly binds to the *ASB2* promoter and regulates its transcription. In turn, ASB2 regulates the accumulation of filamin A through a ubiquitin-mediated proteasome degradation pathway, which ultimately modulates NK cell migration. While it is possible that AHR and/or ASB2 may be modulating NK cell survival in the tumor instead of migration, our previous extensive analysis of conventional NK cells within AhR-deficient mice did not reveal any appreciable differences in the numbers of conventional NKp46^+^NK1.1^+^CD3^−^CD19^−^ NK cells in the spleens of AhR-deficient mice compared with WT littermates (18). Further, we did not observe baseline differences in the expression of CD27, CD11b, CD117, Ly49, NKG2D, TRAIL, Granzyme A, Granzyme B, or the activation marker KLRG1, suggesting that maturation of conventional NK cells was similar between the mice. Given this, our data indicate that the decrease of the number of conventional NK cells seen in the tumor was likely not due to intrinsic survival of developmental issues of the NK cells, but rather a migration issue. Although it is not clear why filamin A accumulation and failure to be degraded by ASB2 would inhibit NK cell migration, similar observations have been seen in other immune cells. For instance, the lack of filamin A degradation in Asb2-deficient dendritic cells severely affected migration of the dendritic cells (30). In that study, it was proposed that filamin levels need to be tightly coordinated for proper actin-based cell motility.

The mechanisms regulating the migration of NK cells to tissues as well as the ontogeny of tissue-resident NK cells is still a topic of debate. Several populations of tissue-resident NK cells have been described (1, 3). Tissue-resident NK cells are associated with a CD56^bright^ NK cell phenotype (31); in a previous study, we found that CD56^bright^ NK cells highly express AHR and showed that AHR activity can modulate their effector function (19). So, it is possible that AHR may play a role in the migration of these cells into particular tissue microenvironments and that AHR activity is a determinant of tissue-residency.

Given the natural anti-tumoral activity of NK cells, which do not require prior stimulation to kill tumor cells, the number of cancer immunotherapy clinical trials using NK cells has exponentially increased over recent years (32). Solid tumors, in particular immune “cold” tumors, represent a challenge for immunotherapy. Poor lymphocyte-infiltration into those tumors may be multifactorial, including impaired lymphocyte trafficking due to altered cytokine and chemokine secretion (33, 34). Along these lines, it is possible that exclusion of NK cell infiltration into the tumor microenvironment may be due to tumor-derived AHR ligands that affect NK cell migration. It has been shown that certain tumors produce AHR ligands like kynurinine, which is derived from the metabolism of tryptophan by ﻿indoleamine 2,3-dioxygenase 1 (IDO1) (35). Thus, it would be of interest to determine the impact of these tumor-derived AHR ligands on the capacity of NK cell to infiltrate tumors and whether this represents a potential target for cancer immunotherapy.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found below: Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE161923.

## Ethics Statement

The animal study was reviewed and approved by Stanford University APLAC.

## Author Contributions

Experiments were designed by JHS, LZ, EM, and JBS and were performed by JHS, LZ, CC, AD, and ML. Results were analyzed by JHS, UM-N, EM, and JBS. Manuscript was written by UM-N, JHS, and JBS. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by funding from the National Institutes of Health (R01CA158516; R35DE030054) to JBS and R01AI137073 to EMM.

## Conflict of Interest

JBS is the scientific co-founder and member of the scientific advisory board of Indapta Therapeutics; however, the science presented here is not related to the focus of the company. UM-N is the founder of Conference Fund; however, the science presented here is not related to the focus of the company.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Modulations of *ASB2* expression in NK cells. **(A)** Quantitative RT-PCR gene expression analysis of *ASB2* expression in NK92MI cells, transfected either with or without shRNA targeting *AHR*. **(B)** Reduction of ASB2 protein levels after transfection of NK-92MI cells with shRNA targeting *AHR* was confirmed by Western blot. **(C)** *Asb2* expression increases after NK cell activation with cytokines. NK cells were purified from splenocytes of C57BL/6 mice with a negative selection kit and cultured with media containing IL-2 (1x10E3 U/ml), IL-12 (10 ng/ml), IL-15 (10 ng/ml), or IL-18 (10 ng/ml) for 1 hour and 24 hours. Cells were harvested and *Asb2* transcripts were measured by the real-time quantitative RT-PCR assay. All expression levels are normalized to that of HPRT.

Supplementary Figure 2 ASB2 regulates filamin A protein level in NK cells. **(A)** mRNA expression of *FLNA*, *FLNB*, and *FLNC* was determined on NK-92MI stable transfected with *ASB2* shRNA or control shRNA vector, by qRT-PCR. Graphs show mRNA expression, measured in triplicates, and are shown as mean ± SEM. **(B)** NK-92MI cells were cultured in the presence of FICZ (200 nM), CH-223191 (1 uM), or vehicle control (DMSO) for 3 days, then the FLNA protein level was determined by western blotting. **(C)** NK-92MI stable transfected with *ASB2* shRNA or control shRNA were cultured in the presence of FICZ (200 nM) or vehicle control (DMSO) for 3 days, then the FLNA protein level was analyzed by western blotting. **(D)** NK-92MI cells were cultured in the presence of FICZ (200 nM), or vehicle control (DMSO), with or without proteasome inhibitor MG132 (0.1 uM) for 2 days, then the FLNA protein level was analyzed by western blotting. **(A–D)** One representative example is shown; all experiments were repeated at least three times.

Supplementary Figure 3 Flow cytometry strategy of tumor-infiltrating NK cells. **(A)** MOC2 tumors were dissociated, and tail-vein-injected mouse splenic NK cells (stained with Vybrant Dil) were analyzed with anti-NK1.1 antibody. **(B)** UM-SCC-103 tumors were dissociated, and tail-vein-injected GFP-labeled NK-92MI cells were analyzed with anti-CD56 antibody. **(C)** SCC-4 tumors were dissociated, and tail-vein-injected GFP-labeled NK-92MI cells were analyzed with anti-CD56 antibody.

Supplementary Figure 4 Assessment of shRNA knockdown of gene expression. Quantitative gene expression of knocked down genes (human AhR, Asb2 and FLNA) was analyzed by qRT-PCR, using Taqman Gene Expression Assays.

How the deposited data were processed for this re-analysis (not part of the article)

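Splenic NK cells of 3 Ahr+/+ and 3 Ahr-/- mice, cultured for 8 days with IL-2 (1000 U/mL), were measured on 8 single-colour Illumina MouseRef BeadChip arrays, 1 per mouse and 1 repeat array for replicate 1 of each genotype. The repeat arrays are the same RNA on another array, so each mouse's arrays were averaged on the log2 scale after normalization and the mouse was taken as the replicate. The samples were grouped by the genotype and the replicate number in their labels, and 1 comparison was made, Ahr-/- against Ahr+/+.

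The deposited intensity values are bead summary signals per probe that the authors exported without normalization, and the software behind them is not given in the sources used here. The detection p-value beside each signal was deposited by the authors and compares the signal with negative control beads, which are not used here. A further deposited table holds the authors' intensities after a constant was subtracted on each array and the array was scaled to a common mean, and 33.3% to 35.1% of its values per array lie below 0. The 16 columns with the number of beads and the bead standard error were not used here. Of 25697 probes, 23978 carry a gene name and 1719 do not, and 23962 of the named probes were matched to mouse RefSeq genes of the annotation release used, which served for current symbols and neighbouring genes only. Probes with a detection p-value under 0.01 made up 33.9% to 35.8% of each array, and the number of mice limits the precision of each value.

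In R 4.3.3 with limma 3.58.1, the signals were corrected for background and quantile normalized by neqc (offset 16, with the background estimated from the detection p-values). Kept were the 9045 probes with a detection p-value under 0.01 on every array of a mouse in at least 3 of the 6 mice, of which 521 are unnamed. Each of 6376 genes was represented by its probe with the highest mean, of 16593 genes on the array. A linear model with empirical Bayes variances (4.36 prior degrees of freedom) was fitted, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. Among the 1591 genes with several tested probes, 1 called gene had another probe called in the opposite direction. Data were simulated with independent normal noise of the spread that the fitted model gives each probe. On these, 10 false calls were made among 9045 probes of which 200 were changed. Recovered were 46.3% of probes with a true log2 difference of 0.5, 97% at 1 and 100% at 2. Probes of real arrays need not vary independently, so these values hold for the simulated setting only. Where no array of a genotype was above background, the fold is a lower bound that sets that genotype at each array's lowest detected signal, and such genes are left out of the ranking of the 40 largest folds. The deposited scaled values entered their alternative on the log2 scale after values below 0 were set to 0 and 16 was added.

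The comparisons, the alternatives, the gene lists and the rule for named genes were written before the data were examined, with the folds printed in Fig. 2A already seen. The named genes are Ahr, the 12 largest rises and the 12 largest falls among called genes whose mice do not overlap between genotypes, the genes the paper names, and in each list up to 4 called members in each direction or the 2 members with the largest change. Some further list members in the text, such as Coro1a, Top2a, Isg15 and Cd44, lie outside this rule. They are not counted among the named genes followed over the alternatives. The 25 lists cover the AHR pathway, AHR targets, the ASB family and its ligase partners, filamin-binding proteins, the actin cytoskeleton, trafficking, granzymes, NK cell receptors, maturation markers named in the study, conventional NK cells, ILC1, transcription factors, cytokines, cytokine receptors, checkpoint receptors, interferon-stimulated genes, proliferation, housekeeping genes and markers of 7 other cell types. Lists with at least 3 measured members were compared with the other genes by limma's camera with a preset correlation of 0.01, again with an estimated correlation, and by fry, which tests whether a list's own genes move one way. With camera 12 of 22 lists were called at the preset correlation. With the estimated correlation 0 were called by camera (3 at an unadjusted p under 0.05), and 19 were called by fry.

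The alternatives changed the background correction and scaling, the filter on dim probes, the handling of repeat arrays, the pairing of mice by number, the test (among them the Student's test of the methods), the fold and the mice included. A further planned comparison is not reported here. How the paper's own values were normalized is not given in the sources used here.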

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

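The tests for mast cells, T cells, loss of other cell types and windows with the same number of genes were chosen only after the results were seen, as were the genes and lists named here.

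Several groups that the paper does not discuss held genes called lower or higher in Ahr-/- NK cells. Interferon-stimulated genes were lower for 18 of 24 measured members, proliferation genes for 16 of 28, and cytokine and chemokine genes for 11 of 15, while the tests of these lists were passed with a preset correlation and not with an estimated one (adjusted p = 0.22, 0.23 and 0.23 from camera). Among single genes, Hic1 was at least 17.8-fold lower, Ifi27l2a at least 13.6-fold lower and Cstdc4, above background on 1 of 4 Ahr+/+ arrays, 28.8-fold higher in Ahr-/- cells. A set of 9 granzyme and mast cell protease genes (Gzmd, Gzme, Gzmf, Gzmg, Gzmn, Ctsg, Cma1, Mcpt8 and Cpa3) rose, and 20 of the called genes lie within 20 Mb of Ahr on chromosome 12.

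The interferon-stimulated genes had a median log2 difference of -1.20 (-1.14 with undetected genes at their bound). The median nearest to 0 under another scaling was -0.75, which argues against the scaling of the arrays as the whole cause. A loss of other cell types as a whole would lower their markers, but 2 of 22 measured markers were lower and 14 higher. Most markers were not above background, however, and Klrg1, among those measured, is also an NK cell receptor gene. Which cells expressed Ctsg is not settled here. The 2 lower markers, Ciita and H2-DMa, are of the dendritic cell list, where 1 of 6 measured genes was higher. The pooled count therefore cannot decide on a loss of 1 cell type such as dendritic cells. A lower interferon response of the Ahr-/- cells themselves and a lower exposure to interferon in the mice or cultures both stay open, since no test here separates them.

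Of the granzyme and protease genes, 8 lie near one another on chromosome 14, while Cpa3 lies on chromosome 3. The cultures began from NK cells isolated by depletion of other cells. T cells in them would bring T cell genes and granzymes in 1 ratio if it were the same in each mouse, which was not tested. The rise of the 9 genes differed 1.33-fold between the highest and the lowest Ahr-/- mouse and that of 4 T cell genes 4.04-fold. This argues only weakly against T cells as the main source. The 4 T cell genes were picked as called higher, and Cd3d and Cd3e lost their calls under several settings. Mast cells or basophils cannot be told apart from expression by NK cells, since 0 of 11 other listed mast cell and basophil genes were above background on every Ahr-/- array, but the probes of the NK cell genes Ncr1 and Gzmb were silent too, and the mean log2 signals in Ahr-/- cells were 8.71 for Cma1, 6.75 for Cpa3 and 6.74 for Mcpt8. Close paralogy of Gzmd to Gzmn may also make the probes count 1 rise several times, which was not tested. Regulation of these genes together after loss of AHR stays open.

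Near Ahr, 44.4% of 45 tested genes were called against 27% of 6331 genes elsewhere (odds ratio 2.16, 95% confidence interval 1.14 to 4.07, Fisher's exact test, two-sided p = 0.011), with 11 higher, among them Fam110c (at least 4.10-fold) and Pik3cg (by 1.36), and 9 lower, among them Twistnb (at least 2.58-fold). Around genes of other chromosomes, 0.049% of windows of the same size had an odds ratio as high, but these mostly hold more genes, and 1.7% of 6166 windows with the same number of genes, or 1.55% of windows without overlap, held as many called genes, which argues against clustering along all chromosomes as the cause. DNA of the strain in which the knockout was made, kept around the allele, is a candidate cause, since the odds ratio was past its test, but the test was not passed when detection in all 6 mice was required (1.47), with all 8 arrays and the mouse as a random block (1.55), or with windows of 10 Mb (1.8) or 40 Mb (1.37), which were chosen after seeing the data. Strain variants under the probes were not tested, and effects of AHR on these genes stay open. Asb2 lies outside the window, and the interferon-stimulated gene Rsad2, called lower, lies within it.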

How the results depend on the processing

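The windows of 10 Mb and 40 Mb and the ratios over the first array of each mouse were chosen only after seeing the data.

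Asb2 was called lower under each of 23 other settings of the test, with log2 differences from -6.59 to -5.26 and adjusted p from 2.7e-25 to 0.0043. Its fold of 92.7 was 123.5 as a plain ratio of deposited signals and 124 over first arrays, which have no offset, 61.9 with an offset of 50, which draws folds towards 1, and 38.3 without background correction, which leaves background in both genotypes. Scaling to the same median and the authors' scaled values gave 93.6 and 93.9. Of the 39 genes after Asb2 in the ranking of called genes with signal above background on an array of each genotype, 32 lay between 5-fold and 15-fold, and 13 did without background correction.

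The split of the 6 mice by genotype called 1729 genes and the highest other split 0 in limma (205 at an unadjusted p under 0.05, against 2443). It called 12 lists and the highest other split 9, and 1 of 10 splits reached the real value in each case. With 10 splits a share under 0.05 cannot be had. Each other split also mixed the genotypes, so a genotype difference would widen the spread within its groups and lower its count of called genes. These counts therefore do not show what chance gives. With the repeat arrays left out, 1552 genes were called, 1516 of them shared with the main setting, so the calls do not rest on the repeat hybridization. Each genotype has 1 repeat array, so the count with the hybridization as a term (1505) decides nothing.

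Against 844 higher and 885 lower genes, the counts were 2 and 9 with the methods' test and Bonferroni correction, 568 and 565 with its p-values adjusted by the Benjamini-Hochberg method, and 216 and 194 with a fold of at least 2, which only removes genes. Leaving out 1 mouse gave 599 to 698 higher and 622 to 748 lower genes, and the other settings 576 to 947 higher and 744 to 985 lower. With the replicate block, 719 were higher and 754 lower, and 1430 of these 1473 genes were also called in the main setting in the same direction. For mice of the same number, the correlations of their deviations were 0.19, -0.065 and 0.005, which gives no clear sign of pairing. With 3 mice per genotype, these values cannot show that the mice were unpaired. Both counts with the methods' test rest on the same p-values. The fall from 568 and 565 to 2 and 9 therefore comes from the Bonferroni correction. Why the methods' test called fewer genes than limma under the Benjamini-Hochberg method was not tested.

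Of the gene lists, 7 were called when detection in all 6 mice was required, which tests 5771 genes, and 0 with the correlation estimated in camera (3 at an unadjusted p under 0.05; 19 by fry). Over lists and settings, 24 of 480 values lost a call, 25 gained one, and 0 reversed among lists called in the main setting. The other 431 were counted as unchanged. For lists not called in the main setting, a change of direction was also counted as unchanged. For 115 named genes, 2378 of 2613 values were counted as unchanged, 225 lost their call (107 of them with Bonferroni correction and the others in 17 genes), 10 gained one and 0 reversed. A change of sign in a gene called in neither setting was counted as unchanged.

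The odds ratio of called genes near Ahr was past its test at 2.16 and not at 1.47 (detection in all 6 mice), 1.55 (8 arrays with the mouse as a random block), 14.3 (methods' test with Bonferroni correction), 1.8 (10 Mb) and 1.37 (40 Mb). The cause was not tested. Signal over background limits the genes outside the 6376 tested.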

Differences from the paper's values

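The ratio over first arrays was chosen only after seeing the values.

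The paper states a largest fold of 15 for the top 40 genes other than Asb2, and the largest here was 28.8 (Cstdc4) among called genes with signal above background on an array of each genotype. Cstdc4 was above background on 1 of 4 Ahr+/+ arrays, and the next gene, Cd160, above background on 8 of 8 arrays, had a fold of 28.1. Genes with a bound were left out of this ranking, such as Hic1, which was at least 17.8-fold lower. Of the 39 other genes ranked, 32 lay between 5-fold and 15-fold. Of the alternatives set before the data were examined, quantile normalization without background correction gave 20.1, which is within 1.5 times of the paper's value. The others did not come as close. An offset of 50 gave 24.7, scaling to the same median 29.1, the authors' scaled values 30.8, the plain ratio of deposited signals 37.0, and leaving out 1 mouse 25.7 to 42.5. The ratio over the first array of each mouse, chosen after seeing the values, gave 30.3 (Cd160), and with it 33 of the 39 other probes, of 38 genes, lay between 5-fold and 15-fold. The folds of 30 of 30 compared genes of Fig. 2A matched the printed ones to 2 digits, and 29 of these genes were among the ranked ones, without Havcr2 (4.72). Fig. 2A itself prints folds above 15, namely 30 for Cd160 and 17 for Tmem119. They match the 30.3 and 16.6 found here over first arrays to 2 digits. The range in the paper's text therefore differs from its own figure too.

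For Asb2 the paper's fold is 124. The planned plain ratio of deposited signals gave 123.5, and the ratio over first arrays, chosen after seeing the values, gave 124. The fold differed by more than 1.5 times without background correction (38.3) and with an offset of 50 (61.9).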

Other observations

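No test in this part was chosen after its result was seen, apart from setting the marker list, itself written beforehand, against the discussion's statement.

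Of the AHR pathway, 3 genes were measured and Ahrr was lower (2 lower when adjusted over the list alone; camera adjusted p = 0.051, and 0.0093 to 0.23 over the other settings). Of the AHR targets, 2 were measured and both fell, Ahrr and Gstp1, which fell by 0.34 (SE 0.106, adjusted p = 0.046 from limma) and lost its call when any mouse except Ahr-/- replicate 2 was left out (adjusted p of 0.074 to 0.15). The targets Cyp1a1, Cyp1b1, Tiparp and Nqo1 were not above background in enough mice to be tested.

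Of 23 transcription factor genes of NK cells and innate lymphoid cells, 10 fell and 3 rose (10 lower and 6 higher when adjusted over the list alone; camera adjusted p = 0.051, and 0.012 to 0.78 over the other settings). Stat4 fell by 1.70 (SE 0.116), Tbx21, which encodes T-bet, fell by 1.28 (SE 0.138), and Nfil3 rose by 1.18 (SE 0.106). Of 11 genes of ILC1 and tissue-resident NK cells, 7 fell and 3 rose (7 lower and 4 higher when adjusted over the list alone; camera adjusted p = 0.023, and adjusted p = 0.23 with an estimated correlation), with Tmem176b at least 2.43-fold lower. Of 9 genes of conventional NK cells, 4 rose and 2 fell (the same when adjusted over the list alone; camera adjusted p = 0.25, and 0.021 to 0.56 over the other settings).

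The discussion states that no baseline differences were observed in the expression of a set of maturation markers. In the IL-2-cultured cells measured here, 6 genes of 4 of these markers were tested, of which 3 fell and 1 rose, with 3 of the 6 genes (Klra1, Klra4 and Klra7) encoding 1 marker, Ly49 (the same counts when adjusted over the list alone, which is not independent evidence since the study chose the list; camera adjusted p = 0.2). Klrg1 rose by 3.09, Klrk1 fell by 1.29 and Klra4 fell by 1.05, while Cd27 (-0.21, adjusted p = 0.29 from limma) and Klra7 (-0.19, adjusted p = 0.37 from limma) did not pass. Klra1 fell by 0.43 and lost its call when any mouse except Ahr-/- replicate 1 was left out (adjusted p of 0.052 to 0.093 from limma). The values here are RNA after culture, so they do not test a statement on baseline expression. The discussion does not say whether RNA or protein was measured. Gzma, Gzmb, Itgam and Tnfsf10 were not tested because their probes were not above background in enough mice.

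Of the remaining markers of other cells, B cell genes had 0 measured members of 14 on the array. Of 6 dendritic cell genes, 1 rose and 2 fell (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.99, with a median of 0.34 where the test pointed down). Of 3 genes of ILC2 and ILC3, 2 rose, Klrg1 and Nrp1 (at least 2.95-fold; camera adjusted p = 0.026, lost under several filters, and adjusted p = 0.23 with an estimated correlation), and of 1 erythroid gene, Car2, 0 passed in limma (1 at an unadjusted p under 0.05). The monocyte list had a camera adjusted p of 0.0048 (0.37 with no filter on dim probes, and adjusted p = 0.23 with an estimated correlation). The groups of mice did not overlap for 2848 genes, 44.7% of those tested, where chance gives 10%.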
